A study of Saccharomyces cerevisiae with 24 samples. Its data were reported in "Global early replication disrupts gene expression and chromatin conformation in a single cell cycle" (2022).

How the data were processed

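Sub-nucleosomal MNase-seq maps short DNA fragments that survive digestion with micrococcal nuclease because a protein smaller than a nucleosome, such as a transcription factor, covers them. The data came from budding yeast (Saccharomyces cerevisiae, W303 background). A control strain lacking SML1 (sml1∆) was compared with an sml1∆ strain that overexpresses 6 limiting replication initiation factors from galactose-inducible promoters (SSDDCS, for Sld2, Sld3, Dpb11, Dbf4, Cdc45 and Sld7). Both cultures were arrested in G1 with alpha factor, induced with galactose and released into S phase. Each strain was sampled in G1 and at 11 time points from 5 to 60 min after release, which gave 24 libraries in 24 groups of 1 library each. No group had a replicate library, so no replicate error exists for any strain and time point.

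The authors deposited whole read counts per peak, 1 column per library. According to the study's methods, the authors mapped fragments shorter than a nucleosome to the S288C genome (R64) with bowtie2, sampled the same number of reads per fragment size in every library, merged all libraries to call peaks, and counted the reads of each library in each peak. The sampling removes differences in depth and in fragment length between libraries before counting, so any difference in the extent of digestion that changes fragment lengths is no longer visible in these counts. The other deposited column used was the position of each peak in base pairs. Whether positions count from 0 or 1 and the width of the counting window were not stated. Positions were used as deposited, and all lay within the R64 chromosome lengths. The number of columns of values with no sample was 0. No 2 libraries held identical counts, and 55 of the 58467 peaks had no read in any library.

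The counts were divided by the total over all peaks of the library and scaled to the mean total. The test plan had been written for normalised values or counts, and the count route was followed. Library totals ranged from 481930 to 536253 reads in peaks. A peak was called high-confidence when the sum over the 24 libraries of log2(normalised reads + 1) was above 75. This threshold is the study's, and the pseudocount of 1 was chosen here because it was not stated. The log2 ratio of SSDDCS to control was taken at each time point as the difference of log2(normalised reads + 1), which understates the ratio of shallow peaks. A promoter peak was a high-confidence peak whose nearest protein-coding gene start lay 0 to 1000 bp downstream of it in the RefSeq annotation of R64. RefSeq gives gene bounds without untranslated regions for yeast, so the start codon stood in for the transcription start site. A peak was called changed when the absolute log2 ratio was at least 1 (2-fold).

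Because each strain and time point had 1 library, no significance test was run on the 2-fold calls. Counting noise was measured instead with 100 binomial draws, which split the summed reads of both strains in each peak and time point by library totals, with no strain difference. For steps between neighbouring libraries of 1 strain, the reads of each peak were spread over the 12 libraries by multinomial draws. A noise ratio was computed as the mean over peaks of the squared difference on the variance-stabilised (square root) scale, for which counting noise alone gives a value close to 1. Shares of counts carry 95% Wilson intervals, which cover counting error only. Telomere-proximal and centromere-proximal peaks were high-confidence peaks within 50 kb of a chromosome end or of a centromere. Their median log2 ratios were placed among 10000 random lists of high-confidence peaks matched on deciles of mean signal. These percentiles describe the 24 libraries and not the conditions.

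Rules for naming single peaks were fixed before the data were examined, as were the 2-fold rule, the comparisons and most alternatives. Named were the strongest peak in or within 1000 bp upstream of each locus that the genotypes list as altered, the strongest peak of NDT80, IME2 and THI12, and, outside these altered loci, promoter peaks with the same sign at all 11 time points after G1 and past 2-fold at 6 or more, up to 5 in each direction by mean log2 ratio. Further peaks of this kind at altered loci were named only after their values were seen. A planned comparison of the share of changed peaks per transcription factor was not run, because it needed an assignment of peaks to factors that was not used here. A search of consensus motifs within 50 bp of the peak position was added in its place.

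Alternatives planned beforehand were thresholds of 1.5-fold and 3-fold, centring on the median, the high-confidence peaks above the median signal, a 500 bp promoter window, all high-confidence peaks, each time point after G1 left out in turn, lasting changes, the ratio minus the G1 ratio, a running mean over 3 time points, a pseudocount of 10 and a 25 kb window. Added after the data were seen were a pseudocount of 0.5 in the ratio or in the high-confidence rule, counts as deposited, totals without the ribosomal DNA array, any gene start within 1000 bp, removal of a quadratic trend on GC content at each time point, subtraction of the local ratio of low-confidence peaks within 25 kb, summed low-confidence peaks, low-confidence reads within 5 kb of annotated origins set against those more than 15 kb away, counts of lasting differences under further settings, and a model across the time course. This model was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the 22 libraries after G1, with the time point as a block and the strain as the tested term. It compares 2 cultures sampled 11 times, and time points of a culture are not biological replicates. Calls were made at a false discovery rate of 0.05.

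The rules were tested on simulated data with Poisson reads around the real means of the 4999 promoter peaks, in which 200 peaks were changed 2-fold or more at all time points. The edgeR model called 200 of the 200, with 7 false calls. The rule of 6 or more time points past 2-fold recovered 73.0% of them, with 2 unchanged peaks called. The rule of 1 or more time points recovered all 200, but it also called 2504 of the unchanged peaks, against a mean of 2501 in binomial draws of the same peaks. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.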

Results

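The counts covered 58467 sub-nucleosomal peaks in 24 libraries, 12 from the sml1∆ control strain and 12 from the sml1∆ SSDDCS strain, with 1 library per strain and time point. The control libraries held between 484807 and 536253 reads in peaks, and the SSDDCS libraries between 481930 and 518046. A large part of these reads fell on the 166 peaks of the ribosomal DNA array, which took 26.8% to 36.5% of the reads in the control libraries and 25.8% to 36.3% in the SSDDCS libraries. The high-confidence rule kept 8217 peaks, of which 668 lay in annotated transposons or long terminal repeats, where reads can be shared between copies. Of the 8217 peaks, 4999 (60.8%) were promoter peaks. Depth per peak was low. The median promoter peak held 13.9 normalised reads per library, with an interquartile range over peaks from 10.4 to 19.9, and 95% of promoter peaks held fewer than 32.7.

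The genotype of each strain was first examined at loci that differ by construction. The SSDDCS strain carries 3 added copies of the divergent GAL1-GAL10 promoter, 4 with its own copy, so reads from this promoter were expected to differ in every phase. The intergenic region on chromosome II between the GAL10 start at 278352 and the GAL1 start at 279021 held 3 peaks, at 278490, 278590 and 278740. Their summed normalised reads were 45.0 ± 7.58 (SD over 12 time points) in the control strain and 174.6 ± 31.0 in the SSDDCS strain. The mean log2 ratio over the 12 time points was 1.95 ± 0.30, or 3.87-fold, against a log2 of 2 for 4 copies over 1. It ranged from 1.41 to 2.54 and was 2.34 in G1. The strongest of these peaks, at 278740, lay 281 bp upstream of GAL1 (YBR020W) and 388 bp upstream of GAL10 (YBR019C). It was past 2-fold at all 11 time points after G1, with a mean log2 ratio of 1.87 ± 0.47. Averaged over all peaks in and upstream of GAL1, most of which are not part of the added promoter copies, the mean was 0.56.

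The marker genes and the genes of the overexpressed factors followed their genotypes where the strongest peak lay in sequence that differs in copy number. Inside URA3 (YEL021W, chromosome V, peak at 116912), which marks the SML1 deletion of the control strain, the mean log2 ratio after G1 was -1.28 ± 0.81 (SD over 11 time points), lower in SSDDCS at 10 of them. Inside DBF4 (YDR052C, chromosome IV, 560538) it was 1.59 ± 0.73 and inside CDC45 (YLR103C, chromosome XII, 345838) 1.52 ± 0.97, each higher at 11 of 11 time points. Inside SLD2 (YKL108W, chromosome XI, 235335) it was 0.94 ± 0.62. The URA3 and SLD2 peaks were shallow and not high-confidence, with 12.8 and 4.83 reads per control library. TRP1, LEU2 and HIS3, the markers of the added constructs, had mean log2 ratios of 0.84 ± 0.46, 0.45 ± 0.40 and 0.52 ± 0.38 at peaks 114, 198 and 144 bp upstream of their starts. For SLD3, SLD7 and DPB11 the strongest peaks lay upstream of the gene, outside the coding sequence. Their means of 0.10 ± 0.82, -0.26 ± 0.42 and 0.15 ± 0.50 were smaller than their SD over time points, whereas the means over all peaks of each locus were 0.53, 0.49 and 0.89. SML1 itself, deleted in both strains, had a peak 222 bp upstream of its start with a mean of 0.03 ± 0.29.

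The study asked how many sub-nucleosomal peaks in promoters change when replication is advanced genome-wide. By the rule of a 2-fold difference at 1 or more time points after G1, 3081 of the 4999 promoter peaks were changed, a share of 61.6% (95% Wilson interval 60.3% to 63.0%). The same rule applied to binomial draws with no strain difference, at the reads observed, called 2507 ± 32.7 peaks (mean ± SD of 100 draws), or 50.1%, and at most 2578. The observed count was thus above every draw, by 574 peaks or 1.23 times. Of the changed peaks, 1660 were past 2-fold at exactly 1 time point, compared with 1540 in the draws. Among the alternatives, a pseudocount of 10 moved the count most, to 262, against a mean of 90.6 in draws made the same way.

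The share of promoter peaks called changed fell with depth. Among the 1040 promoter peaks with a mean below 10 reads per library, 81.8% were called changed and the draws gave 77.4%. Between 20 and 30 reads the share was 40.7% (37.6% to 44.0%), compared with 21.6% in the draws, and between 30 and 50 reads it was 27.4% (22.5% to 33.0%), compared with 6.34%. Of the 55 promoter peaks with 50 reads or more, 4 were called changed, or 7.27% (2.86% to 17.3%), compared with 0.18% in the draws.

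**Figure D1:**
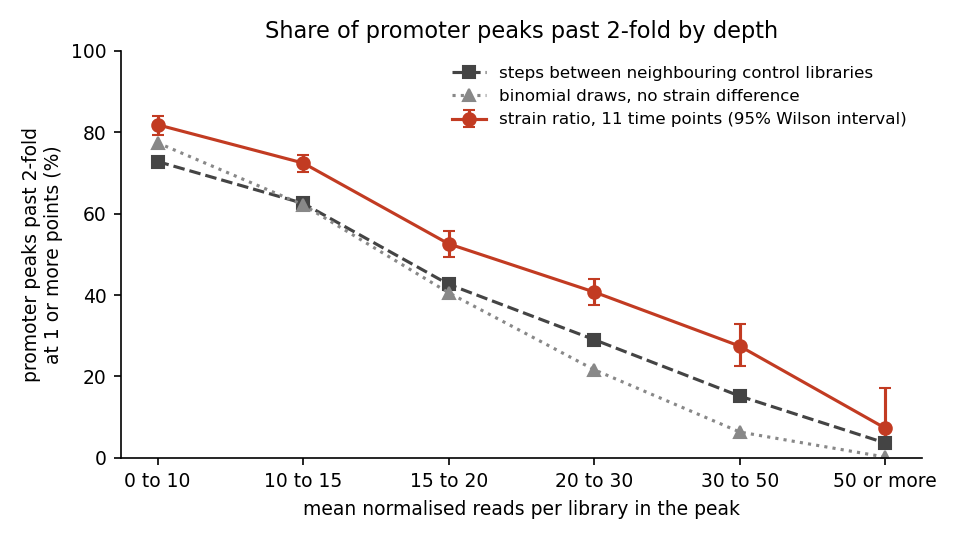
Share of promoter peaks past 2-fold at 1 or more points (y axis, percent) by mean normalised reads per library (x axis, 6 classes), for the strain ratio at 11 time points with 95% Wilson intervals, for the 11 steps between neighbouring control libraries, and for binomial draws with no strain difference. The strain ratio lies above both others in all 6 classes, and its share falls from 81.8% below 10 reads to 7.27% at 50 reads or more.

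With no replicate libraries, the nearest measure of variation between libraries was the change from 1 time point to the next within a strain, which also contains any real change over the cell cycle. Over 11 such steps, 2575 promoter peaks (51.5%) of the control strain passed 2-fold at 1 or more steps, and 2615 (52.3%) of the SSDDCS strain. Draws with no change over time gave 2029 ± 35.7 and 2199 ± 31.0. The steps therefore called 83.6% and 84.9% as many peaks as the strain ratio did, and 1.27 and 1.19 times as many as their own draws, compared with 1.23 times for the strain ratio. These draws are not alike, since only those for the strain ratio keep the reads of each time point. The noise ratio of promoter peaks had a median of 1.20 over the control steps (1.03 to 1.69), 1.16 over the SSDDCS steps (1.03 to 1.43) and 1.36 over the strain ratios after G1 (1.22 to 2.07). It was 1.10 for the strain ratio in G1.

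At single time points, G1 served as the background before release. The G1 samples were taken after galactose had been added, so this background may already hold effects of the overexpression. Of the 8217 high-confidence peaks, 700 (8.52%) differed 2-fold between the strains in G1, 337 higher and 363 lower in SSDDCS, while the draws gave 609 ± 25.4. After G1 the count ranged from 696 at 50 min to 1161 at 5 min, with a median of 831. The count at 5 min was 1.95 times the mean of its draws (594 ± 26.1) and included 562 higher and 599 lower peaks. At the other time points after G1 the observed count was 1.16 to 1.39 times the draws, with the lowest value at 60 min (699 against 601) and the highest at 10 min (831 against 597). The spread of the log2 ratio over high-confidence peaks was 0.58 (SD) in G1 and 0.59 to 0.68 after G1, with the highest value at 5 min. Median log2 ratios stayed between -0.08 and 0.06.

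**Figure D2:**
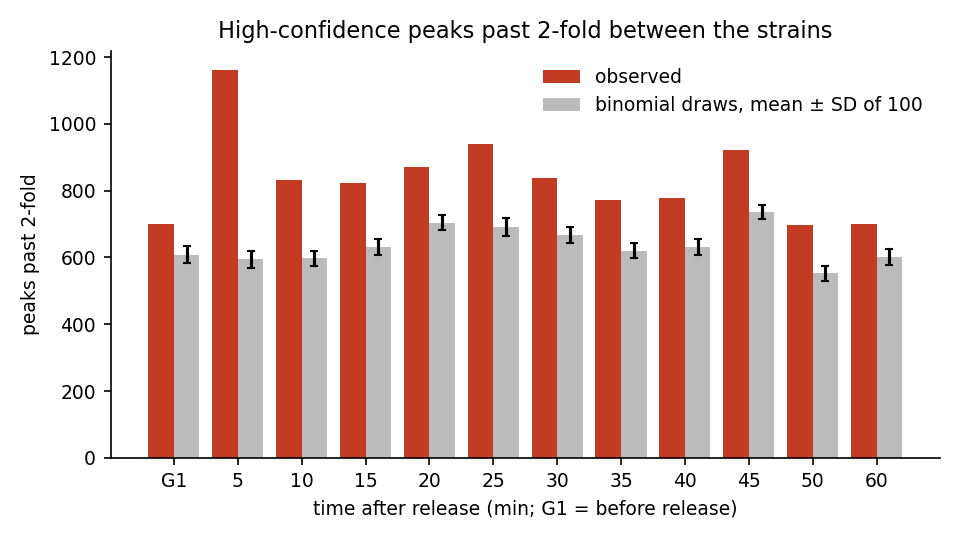
Number of high-confidence peaks past 2-fold between the strains (y axis) in G1 and at each time after release (x axis, min), beside the mean and SD of 100 binomial draws with no strain difference. Every observed count exceeds its draws, by the widest margin at 5 min, where 1161 peaks were past 2-fold and the draws gave 594.

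Differences that lasted over the time course were far fewer. In 328 promoter peaks the ratio passed 2-fold in the same direction at 2 or more neighbouring time points (157 ± 11.0 in the draws), and in 48 at 3 or more (7.55 ± 2.60). Only 10 promoter peaks were past 2-fold at 6 or more of the 11 time points (1.45 ± 1.14). The sign of the ratio was the same at all 11 time points in 55 promoter peaks, 19 higher and 36 lower in SSDDCS, while the draws gave 4.25 ± 2.11 and at most 11. Of these 55 peaks, 7 lay at the altered loci.

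Only 7 promoter peaks both kept 1 sign at all 11 time points and passed 2-fold at 6 or more, and all 7 were higher in SSDDCS. Of these, 6 lay at altered loci, namely the 3 peaks of the GAL1-GAL10 promoter, the TRP1 peak, a peak inside CDC45 (chromosome XII, 344687) and a peak inside HIS3 (chromosome XV, 722552). Apart from the strongest GAL1-GAL10 peak and the TRP1 peak, these were named after their values were seen. The remaining peak was on chromosome XI at 402276, outside any gene, 196 bp upstream of SPT23 (YKL020C) and within 1000 bp upstream of the neighbouring gene RAM2. It held 8.0 ± 2.83 reads in the control strain and 16.3 ± 4.94 in the SSDDCS strain (mean ± SD over 12 time points). Its mean log2 ratio after G1 was 1.10 ± 0.56, past 2-fold at 7 time points, and its ratio in G1 was -0.09.

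The study followed the expression of NDT80, IME2 and THI12 singly. Among these it described sub-nucleosomal reads only for NDT80, with a reduced footprint in SSDDCS over the Ume6 sites at 5 min. The strongest peak of NDT80 (YHR124W, chromosome VIII, 356298) lay 263 bp upstream of the gene start and did not hold the Ume6 consensus GGCGGC within 50 bp. Whether it is the peak that the study showed was not settled. At 5 min it had 22 reads in the control strain and 9 in the SSDDCS strain, a log2 ratio of -1.16, and 29.0% of its reads came from SSDDCS (16.1% to 46.6%), compared with 49.3% for equal occupancy. This was the only time point past 2-fold. Over the other 10 time points after G1 it had 120 control and 167 SSDDCS reads, a share of 58.2% (52.4% to 63.7%), and was higher in SSDDCS at 9 of them. Over all 11 time points after G1 it had 142 control and 176 SSDDCS reads, a share of 55.3% (49.9% to 60.7%). The mean log2 ratio after G1 was 0.32 ± 0.63 (0.17 over all 15 peaks of the locus), so the direction at 5 min was opposite to that at most other time points. At the strongest IME2 peak (YJL106W, chromosome X, 220572, 818 bp upstream) the mean was 0.45 ± 0.56, higher in SSDDCS at 8 of 11 time points and past 2-fold at 2, but over all 16 peaks of the locus it was 0.03. Of its reads after G1, 57.6% (52.0% to 63.0%) came from SSDDCS, compared with 49.2% for equal occupancy. At 5 min the share was 68.9% (54.3% to 80.5%), and over the other 10 time points 55.7% (49.7% to 61.6%). At THI12 (YNL332W, chromosome XIV, 14486, 346 bp upstream) it was -0.14 ± 0.73, and over all peaks of the locus it changed sign, to 0.13. The SSDDCS share of its reads after G1 was 45.9% (41.8% to 50.0%), and 32.9% at 5 min (47 control and 23 SSDDCS reads, interval up to 44.5%). Over the other 10 time points it was 47.7% (43.3% to 52.2%). None of these 3 means exceeded its SD over time points. THI12 belongs to a family of closely similar genes, and its reads are uncertain for that reason.

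**Figure D3:**
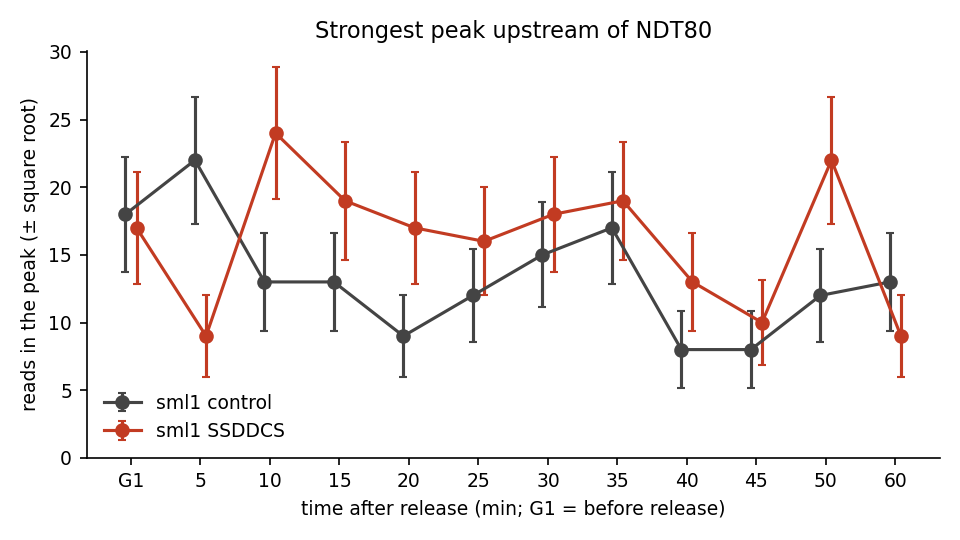
Reads in the strongest peak upstream of NDT80 (y axis, with the square root of the count as error bar) in G1 and at each time after release (x axis, min) in the control and SSDDCS strains. The control strain lies above SSDDCS at 5 min, with 22 against 9 reads, and below it from 10 to 50 min.

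In the study, chromosome ends replicated earlier in the SSDDCS strain and centromeres did not, so peaks near ends and near centromeres were compared. There were 1397 high-confidence peaks within 50 kb of a chromosome end and 1096 within 50 kb of a centromere, with 31 in both sets. Near chromosome ends the median log2 ratio was 0.05 in G1, rose to 0.17 at 15 min, 0.17 at 20 min and 0.18 at 25 min, and was 0.03 at 60 min. Near centromeres it was -0.05 in G1, fell to -0.18 at 20 min and was -0.04 at 60 min. The difference between the sets was 0.09 in G1, 0.35 at 20 min and 0.08 at 60 min, with a mean of 0.15 ± 0.10 (SD over 11 time points). In G1 both medians lay inside the central 95% of depth-matched lists (percentiles 87.5 and 4.39). After G1 the chromosome ends lay above the central 95% at all 11 time points. The percentiles were 98.71, 99.92 and 97.51 at 35, 40 and 60 min and 100 at the other 8. These percentiles are not a rise from G1 at every time point. At 5, 30, 35, 40 and 60 min the median near ends was 0.035 to 0.041, below the 0.045 of G1. At 5, 40, 45 and 60 min the difference between the sets was 0.047 to 0.079, below the 0.094 of G1. The centromeres lay below all 10000 lists from 15 to 30 min, at percentiles 0.37 and 1.06 at 35 and 40 min, and inside the central 95% at the other time points. Because most peaks hold few whole reads, many ratios are tied and the medians move in steps.

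**Figure D4:**
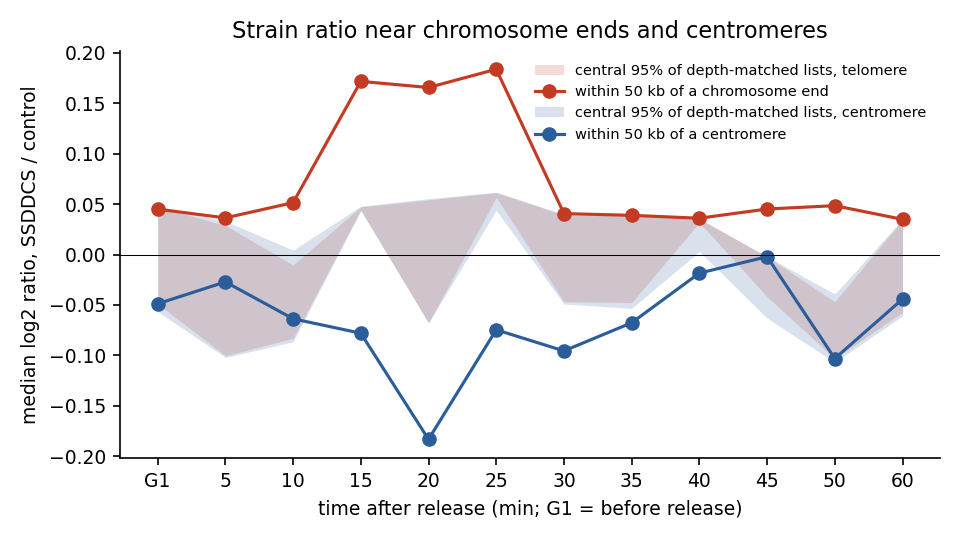
Median log2 ratio of SSDDCS to control (y axis) for high-confidence peaks within 50 kb of a chromosome end and within 50 kb of a centromere, in G1 and at each time after release (x axis, min); shaded bands give the central 95% of 10000 depth-matched lists. The sets are 0.09 apart in G1, 0.35 apart at 20 min and 0.08 apart at 60 min.

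The share of all reads that fell in high-confidence peaks changed over time in both strains. It was 62.3% in G1 in the control strain and 63.4% in the SSDDCS strain, and was lowest at 35 min in both, at 51.1% and 50.3%. Without the ribosomal DNA array it fell from 41.9% in G1 to a lowest value of 33.0% at 30 min in the control strain, and from 42.5% to 31.7% at 30 min in the SSDDCS strain. At 5 min the control library reached 45.1% by this measure, its highest value, and the SSDDCS library 39.1%.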

Values the study reported

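The study reported 7493 sub-nucleosomal peaks. It selected 2950 peaks located within 1 kb upstream of a start site that differed 2-fold at a time point other than G1, which made up 61% of the peaks found in promoters. For its comparison of transcription factors it kept 1538 peaks close to an annotated site.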

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

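The test of GC content and that of copy number were written down before their results were seen. Summing the low-confidence peaks and the test of the time of release were chosen after the data were seen. The test of copy number uses that sum, so it was not set independently of the data.

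A regional signal appeared in the peaks that the high-confidence rule discards. Reads of low-confidence peaks were summed within 50 kb of chromosome ends (6062 peaks) and of centromeres (6545 peaks), leaving out peaks in both windows. In the control strain the log2 ratio of ends to centromeres, relative to G1, was 0.01 at 5 min, -0.30 at 15 min and -0.39 at 20 min (95% counting interval -0.42 to -0.35), and it was back at -0.03 by 35 min. In the SSDDCS strain the same measure stayed between -0.04 and 0.07 at all 11 time points after G1. The comparisons of promoter peaks and regions in the report rest on high-confidence peaks and leave these out.

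The high-confidence peaks followed another course within each strain. Their log2 ratio of ends to centromeres, relative to G1, fell only to -0.06 in the control strain at 20 min, rose to 0.24 in the SSDDCS strain at 20 min, and stood at 0.15 in both strains at 60 min. The 2 classes of peaks thus share the difference between the strains at 20 min but not the course of each strain.

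The course in low-confidence peaks is consistent with DNA copy number, in that control cells may replicate centromere-proximal DNA before chromosome ends while SSDDCS cells replicate both at similar times. The rise in high-confidence peaks that remained at 60 min in both strains is not covered by this, and its source was not tested. The prediction for copy number was a difference between the strains that peaks in mid S phase, returns by 60 min and shows in low-confidence peaks. The telomere minus centromere difference of the strain ratio in low-confidence peaks was 0.41 at 20 min, compared with 0.05 in G1 and 0.03 at 60 min. For the high-confidence peaks, GC-dependent recovery was argued against, because removing the trend on GC content kept 97.4% of the mean difference. A different time of release with the same course in both cultures was argued against as well. It would move the fall seen in the control strain to other time points, but the lowest value in low-confidence peaks of the SSDDCS strain was -0.038 (at 10 min), compared with -0.39 in the control strain, while the log2 ratio of low-confidence reads near origins to those far from them, relative to G1, reached 0.53 in the SSDDCS strain and 0.33 in the control strain. Other differences between the cultures stay open, since each strain was 1 culture.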

How the results depend on the processing

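Of 194 recomputed values, 143 stayed within a set tolerance of the reported value, 48 moved further and 3 changed sign. The tolerance was a factor of 1.5 for counts of peaks and their ratios to draws, 1 SD over the 11 time points for regional values and for the SD of the log2 ratio, and the 95% counting interval of the reads after G1 for single loci. The ratio of the promoter count to its binomial draws stayed above 1 under all settings tried, although its size moved from 1.23 to between 1.05 and 2.89. The edgeR model, counts as deposited, totals without ribosomal DNA, pseudocounts of 0.5, any gene start, GC removal and local ratios were added after the data were seen, as were the counts of lasting differences under G1 subtraction, running means, a pseudocount of 10 and these added settings.

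The number of changed promoter peaks was set mainly by the threshold and the treatment of shallow peaks. It was 4831 at 1.5-fold, 695 at 3-fold, 1501 in peaks above the median signal and 5279 over all high-confidence peaks, of 8217. It was 328 for the same direction at 2 or more neighbouring time points, 271 at 3 or more time points, 371 with a running mean over 3 time points and 262 with a pseudocount of 10. In these last 4 the observed count was 2.08, 2.75, 2.44 and 2.89 times its draws, compared with 1.23 for the main rule, so stricter rules gave a higher ratio to the draws, while the number of peaks above the draws fell from 574 to between 170 and 219. At 1.5-fold the ratio was 1.05. Subtracting the G1 ratio gave 3752 peaks, 1.08 times the draws. Leaving out single time points gave 2813 to 2982 peaks, and 1.17 to 1.26 times the draws, with the lowest of both without 5 min.

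At single time points the G1 count was 2266 at 1.5-fold, 122 at 3-fold and 172 above the median signal, and the median count after G1 was 2619, 135 and 274. The SD of the log2 ratio above the median signal was 0.49 in G1 and 0.55 as the median after G1, both lower, as deeper peaks have less counting noise. The steps within the control strain called 4693, 502 and 1186 peaks under the same 3 settings and those within the SSDDCS strain 4709, 490 and 1223.

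The number of promoter peaks past 2-fold at 6 or more time points was 572 at 1.5-fold, 3 at 3-fold, 5 above the median signal and 33 over all high-confidence peaks, compared with 10 for the main rule, and 7 to 10 when a time point was left out. It was 20 with a pseudocount of 0.5, 4 with a pseudocount of 10, 19 with reads as deposited and 20 with any gene start within 1000 bp. Peaks with the same sign at every time point numbered 101 over all high-confidence peaks and 500 with a running mean over 3 time points (195 in draws made the same way), compared with 55. After subtraction of the G1 ratio, 689 peaks had the same sign at every time point and 381 were past 2-fold at 6 or more, while the draws gave 730 and 361. This setting puts the noise of the G1 libraries into every ratio, and by it the numbers of lasting differences from G1 stayed close to those of the draws. With 1 time point left out, 65 to 78 kept 1 sign at the remaining 10. The edgeR model called 121 promoter peaks, 65 higher and 56 lower in SSDDCS, of which 10 lay at altered loci. With library totals in place of TMM scaling it called 158, 54 higher and 104 lower, so the balance of directions depends on the scaling. Leaving out a time point gave 97 to 131.

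Near chromosome ends the mean log2 ratio after G1 was 0.16 in summed low-confidence peaks, above the 0.08 of high-confidence medians, and near centromeres it changed sign, to 0.014 from -0.07. Both regions moved up alike, as the mean difference between them was 0.148, compared with 0.146. High-confidence peaks took a smaller share of the reads in SSDDCS at most time points (59.4% against 65.0% at 5 min), though not at 40 and 45 min. With library totals as the scale, this raises the ratio of low-confidence peaks in both regions, so the sign change is not a regional signal. The telomere minus centromere difference kept its sign under every setting tried. Averaging over all peaks of a locus lowered the mean log2 ratio of GAL1 to 0.56 and of GAL10 to 0.49, because most peaks of these genes lie outside the added promoter copies. At IME2 it gave 0.03, compared with 0.45, and at SLD3 0.53, compared with 0.10. It changed the sign at SLD7 to 0.49 and at THI12 to 0.13.

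Depth limits these results. With a median of 13.9 reads per promoter peak and library, a 2-fold difference at 1 time point is not distinguishable from counting noise in most peaks. The alternatives planned for the share of changed peaks per factor were not run.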

Other observations

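The tests at 5 min, at 10 to 50 min and at 45 min, and that on the RAP1 peaks near chromosome ends, were chosen only after the result was seen. The test on origins at 5 min was among these, and its expectation was written down before its own result was seen. The other tests were written down before their results were seen.

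Reads with no strain difference gave most of the number of 2-fold calls in promoters. The highest of 100 binomial draws was 2578 against 3081 observed, so counting noise was not the whole of the count, although the mean of the draws reached 81.4% of it. Removing the trend on GC content left 2999 peaks and subtracting the local ratio of low-confidence peaks left 3096, both above all draws, which argues against GC-dependent recovery and regional copy number as the whole cause. Variation between libraries within 1 culture stays open. The steps within a strain gave up to 2615 peaks, neither as many as the strain ratio nor under the fraction set beforehand as an exclusion, and these steps also hold real change over the cell cycle. Set against their own draws, the steps gave 1.27 times as many peaks in the control strain and 1.19 times in the SSDDCS strain. The strain ratio gave 1.23 times. These values are not like for like, because the draws for the steps hold no change over time, while those for the strain ratio keep the reads of each time point. They do not settle whether the steps of the control strain reach the strain ratio. By the noise ratio of promoter peaks these steps do not. Its median was 1.36 over the strain ratios after G1 (1.22 to 2.07), compared with 1.20 over the control steps (1.03 to 1.69). Over the SSDDCS steps it was 1.16 (1.03 to 1.43), so the ranges overlap. In every depth class the strain ratio also called a larger share of peaks than the control steps did. Without replicate libraries, library variation and a strain effect cannot be told apart for these peaks.

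The excess over counting noise was not centred on mid S phase. At 5 min it was 567 peaks, the largest of the 12 time points, while the range from 10 to 50 min was 143 to 250 and G1 had 91.2. To see whether replication had begun by then, low-confidence reads within 5 kb of an annotated origin were set against those more than 15 kb from any. In the SSDDCS strain the log2 ratio relative to G1 was -0.045 at 5 min (95% counting interval -0.07 to -0.02), 0.17 at 10 min and 0.53 at 15 min, and in the control strain -0.005, 0.08 and 0.30. The ratio had not risen by 5 min in either strain, which argues against replication as the source of the excess at that time. GC-dependent recovery was argued against too, since 479 peaks of excess remained after the GC trend was removed, above the 234 at 25 min, the highest of the other time points after G1. Deviating libraries stay open. After thinning to 111377 reads, the noise ratio between the strains was 1.59 at 5 min and 1.10 to 1.29 at the other time points. Each library at 5 min differed more from its neighbours in time than any other library of its strain with 2 neighbours, with mean noise ratios of 1.22 in the control and 1.20 in the SSDDCS strain, but the next highest were 1.19 and 1.13, and these differences also hold real change after release. A difference in digestion was not tested. A difference in how quickly each culture left G1, before replication, stays open in these counts. The SSDDCS library at 5 min was closest to the control library at 15 min (noise ratio 1.29, compared with 1.59 for the control library at 5 min), but that at 60 min was nearly as close (1.30), and reads near origins had not risen by 5 min in either strain. The study itself found entry into S phase alike in both strains by budding and cyclin expression, in cultures sampled for RNA.

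From 10 to 50 min, the excess after the GC trend was removed was 137 to 234 peaks at 8 time points and 23.8 at 45 min, compared with 96.2 in G1 and 96.5 at 60 min, with SDs of 20.8 to 26.9 in the draws. At 40 and 50 min it was 137 and 148, close to the 145 and 147 at 30 and 35 min, although the ratio of reads near and far from origins was by then between -0.06 and 0.02 in both strains. A part tied to S phase and variation between libraries cannot be told apart here. At 45 min the excess fell from 187 to 23.8 peaks when the GC trend was removed, so GC-dependent recovery is a candidate explanation for that time point. The slope of the ratio on GC content was 0.19 per 10 percentage points of GC at both 5 and 45 min and -0.01 in G1.

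Whether SSDDCS libraries run ahead of control libraries stays open. After thinning to equal depth, 4 of the 11 SSDDCS libraries after G1 were closest to a later control library, 6 to the control library of the same time and 1 to an earlier one, but that at 60 min has no later control library to match. From 5 to 20 min 3 of 4 were closest to a later one, and the ratio of reads near and far from origins was higher in SSDDCS at 10 and 15 min (0.17 against 0.08 and 0.53 against 0.30), which a lead in early S phase and the use of more origins would both give.

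Promoter peaks with the same sign at all 11 time points numbered 55, above the highest draw of 11, which argues against counting noise. A candidate explanation is a difference between the cultures that predates release, since 39 of the 55 had the same sign in G1. In the 48 of these peaks outside the altered loci, 32 had the same sign in G1, with a median of 0.22 in that direction compared with 0.51 after G1, so a difference from before release may cover part of the set only. Such a difference may itself include an effect of the overexpression, as galactose was added before the G1 samples were taken. The edgeR model over the time course called 121 promoter peaks, with a median absolute log2 change of 0.57 in the 111 outside altered loci. Not all of the 111 need be differences in promoter occupancy. Those with the lowest false discovery rates include peaks of TAR1 and YLR154C-G in the ribosomal DNA array. They also include peaks of YFL064C and YIL177C near chromosome ends, and a DED1 peak (log2 change 0.96) just past the end of HIS3. Copy number, reads shared between repeats or marker sequence could give such calls, which was not tested. Of the 121, 7 exceeded 2-fold, and only the SPT23 peak among these (chromosome XI, 402276, log2 change 1.18) lay outside altered loci. Of 100 assignments of the strain labels within time points, drawn from 1024, 1 gave as many calls, the real one, and the next highest gave 49. The real labels also include 10 calls at altered loci, which differ by construction, but the 111 others alone exceed 49. This argues against chance for the contrast of these 2 cultures, within the limit of the assignments drawn. Libraries taken in turn from 1 culture are not independent, and strain and culture cannot be separated.

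Consensus motifs were searched within 50 bp of the 8113 high-confidence peaks outside the ribosomal DNA array, and the summed strain ratio, relative to all these peaks, was placed among 10000 lists matched on depth. Of 11 motifs, 4 fell outside the central 95%, where 0.55 would by chance. For REB1 (357 peaks) and ABF1 (669 peaks) the mean log2 ratios after G1 were -0.09 ± 0.07 and -0.06 ± 0.05, at percentile 0 in both cases, and lower in SSDDCS at 10 of 11 time points. The UME6 motif GGCGGC (316 peaks) lay at percentile 97.6 with a mean of 0.03 ± 0.06, but at percentile 24.2 when lists were matched on GC content too. With that matching 3 motifs stayed outside, and with matching on position near ends or centromeres 4 did, so neither GC content nor position covers the set. The percentiles of motifs inside were 38.0 for CBF1, 9.43 for MBP1, 35.8 for SWI4, 40.3 for FKH1, 93.1 for GCN4, 14.2 for MCM1 and 4.47 for the ORC motif. MCM1 (538 peaks) was also higher in SSDDCS at only 1 of 11 time points, with a mean of -0.02 ± 0.01. The number of time points with 1 sign thus does not by itself set REB1 and ABF1 apart. The log2 ratios of REB1 and ABF1 were most negative at 5 min, at -0.22 and -0.16, and without 5 min their means were -0.07 and -0.05. ABF1 already stood at -0.06 in G1, and REB1 at 0.03. Percentiles treat peaks as separate draws and carry no error between cultures, so a difference in Reb1 or Abf1 occupancy between the strains remains a hypothesis.

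The RAP1 motif lay at percentile 99.99 with a mean of 0.11 ± 0.18. The 27 RAP1 peaks within 50 kb of a chromosome end, 15 of them within 1 kb, had a log2 ratio of 0.30 in G1, 0.96 at 5 min, 0.75 at 10 min and -0.09 at 60 min. The 59 others had a mean of -0.04 ± 0.07, at percentile 65.9 of lists of such peaks. The pattern is thus carried by peaks close to chromosome ends, which argues against a difference in Rap1 at its sites in general. Near the tips the sequence is repeated between chromosomes, so a difference in telomere length or in reads shared between copies could give the same pattern and was not tested.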
